A study of Mus musculus with 15 samples. Its data were reported in "Antagonistic regulation of mRNA expression and splicing by CELF and MBNL proteins" (2015).

How the data were processed

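Gastrocnemius muscles of 15 mice of the FVB background were sequenced as poly(A)+ RNA with paired ends. The deposited table gave RPKM values (reads scaled to gene length and to mapped reads) as the authors computed them. According to their methods, reads were mapped with Bowtie and TopHat to the mouse genome mm9, and only uniquely mapping reads were counted. Reads in constitutive coding sequence were divided by its length and by the mapped reads outside ribosomal and mitochondrial sequence. Versions of the tools were not given in the sources used here. Values therefore hold no reads of 3′ untranslated regions, and reads of the human transgene enter only where they map to mouse Celf1. No raw count of reads was used.

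The table had 16087 genes and 18 columns, each of which was mapped to a sample by its name, and 70 genes had no symbol. Groups came from the submitters' labels. Replicates were numbered 1 to 3 within a group in accession order, so a number pairs no animals. The 3 animals with 2 runs were averaged before the log. Labels name separate animals, so n = 3 animals per group throughout. A 6-digit code in the column names was treated as a run date, since its meaning is not stated. All controls had one code, shared with 12 h replicate 2, 24 h replicate 1 and 72 h replicate 2, and 72 h replicate 1 had a code of its own. Sex was read from Y-linked transcripts, whose RPKM sum was above 10 in 4 animals.

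Low values of a gene are whole multiples of what 1 read is worth, and their ratios between libraries gave relative depths of 0.68 to 1.66. Of 153 pairs of libraries 60.1% agreed within 0.1 on the natural log scale, so these depths are approximate, the reads could not be recovered and no count test was run. The sum of RPKM was 388959 to 461195. The robust SD between runs of one animal was 0.22 to 0.246 on the log2 scale.

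Values were tested as log2(RPKM + 0.5) for the 10330 genes with a mean of at least 1 RPKM over the 15 animals, scaled as deposited. A fold change on this scale understates the change of low genes. limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend) was fitted to all 5 groups, which share 1 estimate of the spread. Contrasts were each time against control, successive times, and a linear trend over the 5 ordered groups, given per step. Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. SE is that of limma. Celf1 was also compared with an exact permutation test.

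There were 29 gene lists, tested at 4 times with limma's camera at a preset correlation of 0.01 and adjusted together over 116 tests. They covered fast and slow contractile genes, developmental and denervation genes, myogenic regulators and satellite cells, atrophy and autophagy, proteasome, ion channels and excitation-contraction coupling, splicing regulators, mRNA decay, oxidative phosphorylation, glycolysis and glycogen, fatty acid oxidation and fasting, matrix and fibroblasts, stress response, heat shock, p53, interferon, clock, cell cycle, immediate early and ribosomal protein genes. Markers of macrophages, lymphocytes, endothelium, smooth muscle and pericytes, adipocytes, Schwann cells and red blood cells were added, and 5 transcripts that the study named. Camera called 29 tests, and 0 with an estimated correlation (lowest adjusted p 0.355). Fry, which tests whether a list's genes move one way on balance, called 25, of which 13 were called by camera in the same direction.

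Genes were named by rule. The 10 largest rises and 10 largest falls at 7 d, and 5 of each at 12 h, 24 h and 72 h, were taken among called genes whose 3 induced animals all lay on one side of the 3 controls. The rule added 5 rises and 5 falls of the trend with the smallest p, up to 4 members of each list called at 72 h or 7 d, and 12 genes fixed by name. Genes with clone names or predicted names were passed over, 1 at 12 h, 2 at 72 h, 4 at 7 d and 2 in the trend. Comparisons, lists, this rule and all alternatives but 2 were fixed before the data were examined.

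Alternatives were pseudocounts of 0.1 and 1, no filter and a filter at 5 RPKM, median-of-ratios scaling, quantile normalization, robust eBayes, a fit of the 2 groups only, each animal left out in turn, first runs only, run date as a covariate, animals of the controls' run date only, a rank order index with 1e+05 label permutations, and fry and an estimated correlation for lists. Sex as a covariate, and leaving out 7 d replicate 1 and 72 h replicate 1 together, were chosen after seeing the data. Gene positions came from GENCODE M1, which is on the same assembly as mm9, and 98.9% of the genes tested were matched to it.

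The steps were tested on simulated data of 10330 genes with 200 changed, in 20 data sets. For 7 d against control 48.8%, 92.2% and 98.8% of genes changed by a log2 of 1, 2 and 3 were recovered, with 5.11% of calls false. For 12 h against control the values were 45.3%, 91.6% and 98.6%, with 5.69% false. Camera recovered the oxidative phosphorylation list, shifted by a log2 of -1, in 100 of 100 further simulated data sets and called 5 of 2800 other lists. In all simulations genes varied independently and with the same spread in every group. These rates therefore need not hold for the real data, where genes are correlated. Splicing and binding data were not analysed here.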

Results

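Poly(A)+ RNA of gastrocnemius, a fast-twitch calf muscle, was sequenced from 15 mice in 5 groups of 3. Induced mice carried a doxycycline-dependent human CELF1 transgene that a muscle-specific transactivator switches on. CELF1 is an RNA binding protein that regulates splicing in the nucleus and mRNA decay in the cytoplasm. They were fed doxycycline at 2 g/kg for 12 h, 24 h, 72 h or 7 d, at 20 to 22 weeks of age. Control mice carried the transactivator but no CELF1 transgene, and were fed doxycycline for 72 h. The deposited table held 18 libraries, because 3 animals were sequenced in 2 runs, which were averaged and counted once. It gave RPKM values of 16087 genes to 2 decimals, and 10330 genes with a mean of at least 1 RPKM were tested.

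The sum of RPKM over genes ranged from 388959 to 461195 per library. The steps between low values gave relative depths from 0.68 to 1.66, which are approximate. The 2 runs of one animal correlated at r = 0.989 to 0.99 across genes, and genes are not independent replicates. Libraries at 7 d differed in composition from the rest. The median gene was at 5.69, 3.73 and 4.21 RPKM in 7 d replicates 1, 2 and 3, against 1.9 to 2.2 RPKM in the controls. The 10 most abundant genes held 9.7% of the RPKM sum in 7 d replicate 1 and 31.1% to 32.7% in the controls. The 7 d replicate 1 library also had the lowest median correlation with the other animals, 0.755, where the rest lay between 0.906 and 0.971. Y-linked transcripts were found in control replicates 1 and 3, 72 h replicate 1 and 7 d replicate 2, so the sexes were not balanced over the groups.

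The first comparison concerns the induced gene itself. Celf1 (listed as Cugbp1; chromosome 2, 90780539 to 90859654, plus strand, mm9) stood at 19.1 ± 2.26 RPKM in the controls (SD, n = 3). It reached 357 ± 84.9 RPKM at 12 h, 330 ± 146 at 24 h and 347 ± 105 at 72 h, and 119 ± 99.7 at 7 d (SD, n = 3 each). The log2 changes against control were 4.17, 3.99, 4.10 and 2.30 (SE 0.44 each), or 18.0-, 15.9-, 17.1- and 4.92-fold. All 4 passed in limma, with adjusted p of 0.000532, 0.00155, 3.97e-05 and 0.000572. Every induced animal lay above every control, the lowest at 60.1 RPKM and the highest control at 21.7. The exact two-sided permutation test of 3 against 3 animals gave p = 0.1 at each time, the smallest it allows. From 72 h to 7 d Celf1 fell by 1.80 on the log2 scale (SE 0.44, limma adjusted p = 0.00376; exact permutation p = 0.2). The 7 d animals were uneven, at 60.1, 62.1 and 234 RPKM. With run date in the model the step was -1.52 and missed the threshold (limma adjusted p = 0.0535). Reads of the human transgene count here only where they map to mouse Celf1, so the fold is that of mapped reads.

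**Figure D1:**
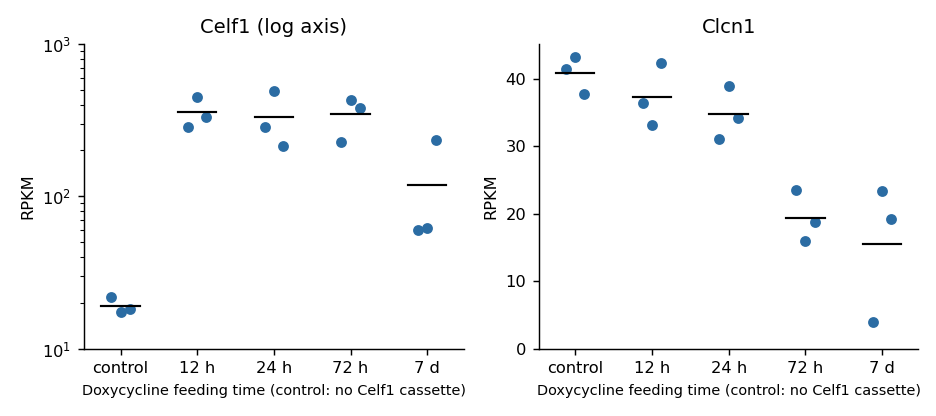
RPKM of Celf1 and of the chloride channel gene Clcn1 in each animal, by time after induction; points are animals and lines are group means (n = 3 per group). The Celf1 axis is logarithmic and the Clcn1 axis starts at 0. Celf1 averaged 19.1 RPKM in controls and 357 at 12 h, and Clcn1 averaged 40.8 RPKM in controls and 15.5 at 7 d.

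The next question is which other genes moved in the first 12 h. Genes of the circadian clock were among them. Arntl, which encodes the clock activator BMAL1, rose from 1.27 ± 0.412 to 10.3 ± 3.58 RPKM (log2 2.59, SE 0.28). Per2, a repressor of that activator, fell from 4.35 ± 0.787 to 0.353 ± 0.195 RPKM (log2 -2.52, SE 0.28). Dbp, a clock-driven transcription factor, fell from 88.3 ± 13.0 to 13.6 ± 9.43 RPKM (log2 -2.96, SE 0.52). The kinase gene Pim1 rose by 1.85 (SE 0.24). The mitochondrial carrier gene Slc25a30 had a log2 change of -2.55 (SE 0.39), the lipogenesis regulator Mid1ip1 of -2.09 (SE 0.24) and the alcohol dehydrogenase gene Adh1 of -1.60 (SE 0.21). All values are means ± SD of 3 animals.

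Limma called 11 genes at 12 h, 3 higher and 8 lower (8 and 6 under median-of-ratios scaling, 4 and 4 under quantile normalization), while 467 genes had an unadjusted p under 0.05. Beside the genes above, the falls were Ciart (listed as Gm129), Hlf and Nrip1, with log2 changes of -2.25, -1.45 and -1.09, named after their values were seen. Of 17 measured clock genes, 1 was higher and 4 were lower, and adjusted over the list alone 4 were higher and 10 lower. Median-of-ratios scaling left 1 higher and 2 lower, and quantile normalization 1 and 1. The list was called lower (median log2 -0.65, camera adjusted p = 4.11e-05), and with an estimated correlation the adjusted p was 0.47. Camera also called 5 lists higher at 12 h in which no member passed over all genes. They were slow contractile genes (11 members, adjusted p = 4.36e-05; with an estimated correlation adjusted p = 0.746) and fatty acid oxidation genes (20 members, adjusted p = 0.000375; with an estimated correlation adjusted p = 0.52). The others were adipocyte markers (11 members, adjusted p = 0.000846), endothelial markers (13 members, adjusted p = 0.00213) and myogenic regulators (11 members, adjusted p = 0.0329). With an estimated correlation these 3 had adjusted p of 0.77, 0.795 and 0.746.

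The calls at 12 h depended on single animals and on the settings. At about the same log2 values, Dbp did not pass under quantile normalization, with no filter or with only the 2 groups in the fit (limma adjusted p = 0.107, 0.126 and 0.139), nor Slc25a30 under the last 2 of these (0.0838 and 0.11). Dbp lost its call without 12 h replicate 2 or 3, without any 24 h or control replicate, and without 7 d replicate 3 (limma adjusted p up to 0.191), and Slc25a30 without 12 h replicate 2 or 3 or control replicate 1 or 3 (up to 0.0958). The myogenic list lost it without 12 h replicate 2, 72 h replicate 1 or control replicate 2 (camera adjusted p up to 0.147), and the adipocyte list without 12 h replicate 2 (0.0685), where its relative mean was 0.33 against 0.54. The slow contractile list stayed called at 0.33 and 0.30, against 0.50, without 12 h replicate 1 and control replicate 1. All 12 h animals were female and 2 of 3 controls male. With sex as a covariate, chosen after seeing the data, Dbp (log2 -2.74) and Slc25a30 (log2 -2.35) did not pass (limma adjusted p = 0.163 and 0.0774), nor did they with run date in the model (log2 -3.58 and -2.69, limma adjusted p = 0.0926 and 0.122). In the model with sex, not run date, the mean log2 relative to other genes went from -0.57 to -0.36 for clock genes. It went from 0.50 to 0.21 for slow contractile genes and from 0.54 to 0.07 for adipocyte markers. None of these lists was called there (camera adjusted p = 0.0683, 0.0715 and 0.589). The slow contractile list was also not called with only the animals of the controls' run date (0.31, camera adjusted p = 0.102), nor the myogenic list there or with run date in the model (0.0788 and 0.117). Only the animals of the controls' run date, 1 of them at 12 h, were also compared. Arntl, Per2, Pim1, Mid1ip1 and Adh1 then had log2 values of 3.10, -2.93, 1.94, -1.89 and -1.65. These were about as large as before, but 1 animal can show neither an effect of run date nor its absence. Genes whose 3 animals at 12 h lay all above or all below the 3 controls made up 15.0% of those tested, where chance gives 10%.

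At 24 h the genes past the threshold were all higher. Nr4a3, an immediate early nuclear receptor gene, rose from 0.88 ± 0.723 to 13.7 ± 4.27 RPKM (log2 3.44, SE 0.47). Foxo1, a transcription factor of fasting and atrophy, rose from 4.79 ± 0.984 to 15.7 ± 3.15 RPKM (log2 1.61, SE 0.24, 3.06-fold). Arrdc3, an arrestin domain gene, rose from 11.5 ± 5.10 to 48.5 ± 10.6 RPKM (log2 2.12, SE 0.36). Lrrc52, a potassium channel subunit gene, went from 0.717 ± 0.172 to 5.36 ± 2.23 RPKM (log2 2.21, SE 0.36). Values are means ± SD of 3 animals per group.

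With Celf1 and the innate immune adaptor Ticam1 (log2 1.16, SE 0.19, named after its values were seen), limma called 6 genes at 24 h, 6 higher and 0 lower. Unadjusted p under 0.05 was met by 780 genes. Of 21 atrophy and autophagy genes 1 was higher, and 7 adjusted over the list alone (median log2 0.41, camera adjusted p = 1.27e-05; with an estimated correlation adjusted p = 0.355). Of 11 adipocyte markers none was past the all-gene threshold and 5 were higher adjusted over the list alone (median log2 0.93, camera adjusted p = 2.04e-06; with an estimated correlation adjusted p = 0.689). Extracellular matrix genes were called higher with 0 of 21 members past the threshold (camera adjusted p = 7.4e-05), and immediate early genes with 1 of 17 (camera adjusted p = 0.00106). With an estimated correlation these had adjusted p of 0.828 and 0.795.

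Calls at 24 h were fragile. At about the same log2 value Arrdc3 did not pass under median-of-ratios scaling, quantile normalization or a pseudocount of 1 (limma adjusted p = 0.0669, 0.11 and 0.0522). With no filter Nr4a3, Lrrc52, Arrdc3 and Foxo1 did not pass (limma adjusted p = 0.0993, 0.163, 0.228 and 0.0993), and with only the 2 groups in the fit Lrrc52, Arrdc3 and Foxo1 did not (0.0651, 0.103 and 0.0651). All 24 h animals were female and 2 of 3 controls male, so sex is confounded with this comparison. With sex as a covariate, chosen after seeing the data, Nr4a3, Lrrc52, Arrdc3 and Foxo1 had log2 values of 2.83, 2.19, 2.41 and 1.29 and none passed (limma adjusted p = 0.0582, 0.145, 0.0582 and 0.0786). The extracellular matrix list went from a relative mean of 0.54 to 0.05 and was not called (camera adjusted p = 0.458), as with only the animals of the controls' run date (0.17, camera adjusted p = 0.218). Without control replicate 1 it was at 0.32 and still called. With run date in the model Lrrc52, Arrdc3 and Foxo1 did not pass (limma adjusted p = 0.317, 0.44 and 0.0632), at log2 values of 2.15, 1.90 and 1.67. With only the animals of the controls' run date, 1 of them at 24 h, these and Nr4a3 were at 2.19, 2.16, 1.63 and 3.91. The values were about as large as before, so the lost calls are no sign of a run date effect. With 1 animal its absence cannot be shown either. Without 24 h replicate 1, for example, Nr4a3, Foxo1, Arrdc3 and Lrrc52 had log2 values of 3.21, 1.61, 2.10 and 2.22 and none passed (limma adjusted p = 0.142, 0.177, 0.211 and 0.182), and the same was so without control replicate 1 or 3. The immediate early list also lost its call without 24 h replicate 1 (camera adjusted p = 0.0627). Single libraries moved the counts at 12 h and 24 h by over 1.5 times, from 6 to 24 genes at 12 h and from 1 to 21 at 24 h. The highest count at each time came without 72 h replicate 1. Without 7 d replicate 1 and 72 h replicate 1 together, an alternative added after the data were seen, the counts were 51 and 75. Neither library is in these comparisons, so leaving them out changed only the shared estimate of the spread. The counts with all animals thus depend on the spread of groups that were not compared.

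At 72 h the response was broad, with 1775 genes called. Gtse1, a gene of the G2 and S phases, averaged 0.00667 ± 0.0115 RPKM in controls and 19.7 ± 13.5 at 72 h (log2 4.92, SE 0.64). Gnrh1, the gene of gonadotropin-releasing hormone, averaged 0.207 ± 0.20 and 17.8 ± 6.55 RPKM (log2 4.66, SE 0.30). The cytokine receptor gene Il20rb rose from 0.393 ± 0.204 to 10.3 ± 3.44 RPKM (log2 3.57, SE 0.28). Bnipl was listed at 0 in all 3 controls and at 4.79 ± 0.0265 RPKM at 72 h (SD, n = 3).

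The falls at 72 h included myostatin, the secreted inhibitor of muscle growth. Mstn went from 40.3 ± 18.6 to 8.55 ± 10.3 RPKM (log2 -2.70, SE 0.69, limma adjusted p = 0.0137). The stress gene Gadd45g went from 39.8 ± 16.8 to 5.93 ± 2.11 RPKM (log2 -2.63, SE 0.38). Gdap1, a gene of mitochondrial fission, changed by -2.58 (SE 0.51), Tmem46 by -2.40 (SE 0.28) and Arrdc2 by -2.39 (SE 0.61). All have n = 3 per group. Mstn missed the threshold without 72 h replicate 2 or 3 or control replicate 1 (log2 -2.10, -2.38 and -2.37), and Arrdc2 without control replicate 2 (limma adjusted p = 0.0512). Mstn also missed it with only the 2 groups in the fit (limma adjusted p = 0.0623).

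In the p53 list 8 of 11 measured genes were higher at 72 h and 0 lower, and the counts adjusted over the list alone were equal (median log2 1.29). Mdm2, the ubiquitin ligase that p53 induces, rose from 19.5 ± 3.90 to 99.2 ± 18.7 RPKM (log2 2.31, SE 0.32). The death receptor gene Eda2r rose by 1.91 (SE 0.33), Trp53inp1 by 1.65 (SE 0.34) and the repair polymerase gene Polk by 1.13 (SE 0.23). With only the animals of the controls' run date, 1 of them at 72 h, Eda2r and Polk were at 1.82 and 1.21 and did not pass (limma adjusted p = 0.0694 and 0.103). The list was called by camera (adjusted p = 4.24e-05; with an estimated correlation adjusted p = 0.47).

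Of 30 proteasome subunit genes 16 were higher and 1 lower at 72 h, or 18 and 1 adjusted over the list alone. Psmc5 rose from 69.9 ± 3.12 to 209 ± 21.9 RPKM (log2 1.57, SE 0.17), Psmc2 by 1.2 (SE 0.17) and Psmb7 by 1.44 (SE 0.25). Psmd1, which encodes a regulatory particle subunit, fell by 1.19 on the log2 scale (SE 0.18). Camera called the list higher (median log2 0.88, adjusted p = 2.68e-06), and with an estimated correlation the adjusted p was 0.746. The 3 animals at 72 h were not alike. In replicates 1, 2 and 3 Psmd3 was at 42.1, 164 and 170 RPKM, Psmb3 at 49, 197 and 197, Psmb1 at 70.3, 216 and 222 and Psma5 at 44.5, 136 and 152, with replicate 1 near the controls, while Psmb7 was at 803, 370 and 381. Psmd3, Psmb3, Psmb1 and Psma5 were named after their values were seen. Without 72 h replicate 1 the list was still called, with a relative mean of 0.67 against 0.61.

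Of 21 ion channel and excitation-contraction coupling genes 6 were lower and 0 higher at 72 h, and 11 were lower adjusted over the list alone. The potassium channel gene Kcnj11 changed from 34.5 ± 9.67 to 10.5 ± 1.97 RPKM (log2 -1.65, SE 0.29). Cacng6 and Cacnb1, calcium channel subunit genes, changed by -1.35 (SE 0.24) and -1.02 (SE 0.23), and Jph1, a gene of triad junctions, by -1.65 (SE 0.36). Camera called the list lower (median log2 -0.79, adjusted p = 1.09e-05; with an estimated correlation adjusted p = 0.746). Among 11 myogenic regulators and satellite cell genes 3 were lower, or 4 adjusted over the list alone (camera adjusted p = 0.0329; with an estimated correlation adjusted p = 0.746). These were the muscle transcription factor genes Myf6 (log2 -1.27, SE 0.28) and Myod1 (log2 -1.38, SE 0.32) and the laminin receptor gene Itga7 (log2 -0.96, SE 0.27). Mef2a did not pass (log2 -0.58, SE 0.21, limma adjusted p = 0.0677). Of 21 glycolysis and glycogen genes 2 were lower, among them Ldha (log2 -0.93, SE 0.28), and the list was called lower (camera adjusted p = 0.0327; with an estimated correlation adjusted p = 0.964). Itga7 lost its call without 72 h replicate 2 or control replicate 1 or 2, and Ldha without 72 h replicate 2 or 3 or any control replicate (limma adjusted p up to 0.0771 and 0.0942). The myogenic list lost its call without 72 h replicate 2, and the glycolysis list without 72 h replicate 2 or 3 or control replicate 2 (camera adjusted p up to 0.0559 and 0.0709). The glycolysis list was also not called with sex as a covariate, chosen after seeing the data, or under either other scaling (camera adjusted p = 0.131, 0.0666 and 0.164). With the filter at 5 RPKM it was not called either (camera adjusted p = 0.0687). With run date in the model Itga7 and Ldha were at -0.92 and -0.89 and did not pass (limma adjusted p = 0.0802 and 0.0724), and Ldha was at -0.97 and -0.82 under median-of-ratios scaling and quantile normalization (limma adjusted p = 0.0558 and 0.105). With only the animals of the controls' run date, Kcnj11, Cacng6, Cacnb1, Myf6, Myod1, Itga7 and Ldha had log2 values of -1.52, -1.21, -0.95, -1.68, -1.25, -0.95 and -0.86 and did not pass (limma adjusted p from 0.0542 to 0.117). Myf6 and Myod1 did not pass with only the 2 groups in the fit, nor Ldha with no filter (limma adjusted p = 0.0604, 0.0576 and 0.082). Phka1 and Pgm2 had log2 values of -1.53 and -1.18 and did not pass (limma adjusted p = 0.054 and 0.0652).

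The list of splicing regulators, which holds the induced Celf1 itself, moved both ways at 72 h. Of 17 measured, 2 were higher, Celf1 (log2 4.10) among them, and 4 lower. Adjusted over the list alone 3 were higher and 6 lower, and the list was not called (camera adjusted p = 0.291). Its test and median were negative (median log2 -0.43), and its mean of 0.01 was raised by Celf1. Celf2, the closest relative of Celf1 (listed as Cugbp2; chromosome 2, 6460751 to 7002348, minus strand, mm9), fell from 16.6 ± 2.78 to 5.30 ± 1.21 RPKM (log2 -1.57, SE 0.22, limma adjusted p = 0.000295). Rbfox1, listed as A2bp1, a splicing factor of muscle and brain, fell from 67.5 ± 4.37 to 22.6 ± 1.47 RPKM. Mbnl1 and Mbnl2, whose proteins often oppose CELF1 in splicing, had log2 values of -0.36 and -0.49 at 72 h and did not pass (limma adjusted p = 0.242 and 0.226). Mbnl3 lay under the expression filter.

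Most other lists were not called at 72 h. Their counts of higher and lower members over all genes were 0 and 1 of 17 fast contractile genes, 0 and 0 of 11 slow contractile genes, 0 and 1 of 14 developmental and denervation genes, and 2 and 1 of 21 atrophy and autophagy genes. They were 2 and 0 of 21 mRNA decay genes, 0 and 3 of 34 oxidative phosphorylation genes, 0 and 0 of 20 fatty acid oxidation genes, and 1 and 0 of 21 extracellular matrix genes. Heat shock genes had 3 of 14 higher, ribosomal protein genes 3 of 35, immediate early genes 2 higher and 1 lower of 17, clock genes 1 higher and 3 lower of 17, and cell cycle genes 1 of 16 higher. Stress response genes (unfolded protein and integrated stress) had 2 higher and 1 lower of 20, interferon genes 0 of 14. Among cell type markers, 1 of 20 macrophage genes was higher, Cd68, or 4 under median-of-ratios scaling, with no call for the list (camera adjusted p = 0.111). Lymphocyte (4), endothelial (13), adipocyte (11) and Schwann cell (6) markers had 0 members past the threshold, smooth muscle markers 1 of 10 lower, and red blood cell markers 1 higher and 1 lower of 5. In oxidative phosphorylation the median was 0.14 and the test lay on the lower side, with no call (camera adjusted p = 0.882).

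The 1775 genes at 72 h were 995 higher and 780 lower, and the median gene changed by 0.05. Genes whose groups did not overlap made up 31.1%, where chance gives 10%. Fitting only these 2 groups called 832 genes, animals of the controls' run date alone gave 449, and leaving out 1 library gave 1100 to 2628. Without 72 h replicate 1 and 7 d replicate 1 together, a choice made after the data were seen, the count was 3586.

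**Figure D2:**
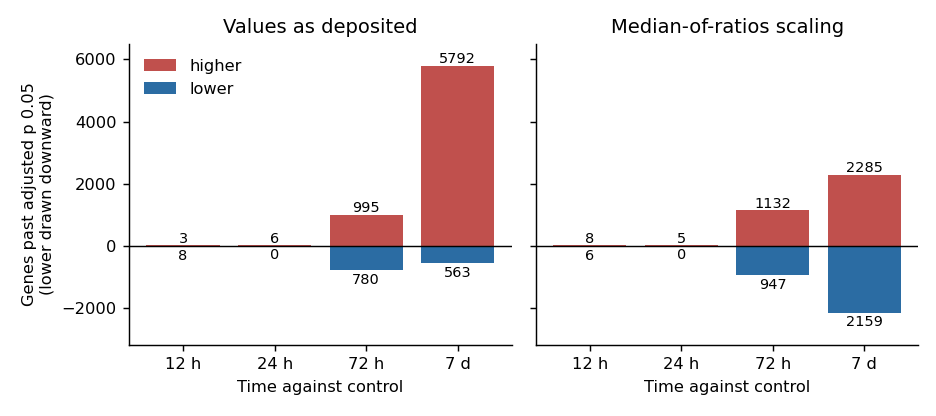
Number of genes called by limma at each time against control, with values as deposited on the left and median-of-ratios scaling on the right (bars start at 0, genes called lower are drawn downward; adjusted p threshold 0.05, n = 3 animals per group). As deposited, at 7 d 5792 genes were higher and 563 lower, against 995 and 780 at 72 h and 3 and 8 at 12 h.

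Among the largest rises at 7 d, the metallothionein genes Mt2 and Mt1 rose from 7.00 ± 3.25 to 1350 ± 748 RPKM (log2 7.48, SE 0.58) and from 15.0 ± 1.99 to 1330 ± 725 RPKM (log2 6.30, SE 0.58). The monocyte chemokine genes Ccl7 and Ccl2 rose by 7.03 (SE 0.62) and 6.34 (SE 0.63), and Ccl6 and Ccl8 by 5.28 (SE 0.46) and 5.10 (SE 0.67). Timp1, an inhibitor of matrix proteases, rose from 0.53 ± 0.397 to 172 ± 207 RPKM (log2 6.71, SE 0.64). Spp1, the osteopontin gene, rose by 5.26 (SE 0.54), Gtse1 by 5.36 (SE 0.64) and the small GTPase gene Rrad by 6.07 (SE 0.59). All have n = 3 per group.

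The largest falls at 7 d were of mixed function. Smox, the spermine oxidase gene, went from 226 ± 192 to 26.5 ± 15.6 RPKM (log2 -2.75, SE 0.82). Mstn changed by -2.73 (SE 0.69) and Gdap1 by -2.65 (SE 0.51). Phka1, a subunit of phosphorylase kinase, went from 164 ± 29.9 to 36 ± 23.0 RPKM (log2 -2.47, SE 0.52). Ampd1, the muscle AMP deaminase, went from 334 ± 74.4 to 89.3 ± 58.7 RPKM (log2 -2.21, SE 0.45). Without control replicate 1 Smox was at -2.05 and missed the threshold (limma adjusted p = 0.0571). Dbp changed by -2.35 (SE 0.52), Prei4 by -2.34 (SE 0.43), the glutathione-degrading enzyme gene Chac1 by -2.29 (SE 0.65), the muscle gene Ky by -2.26 (SE 0.51) and the methyltransferase gene Inmt by -2.16 (SE 0.47). Without 7 d replicate 1, the library apart from the rest, Ampd1, Ky and Inmt were at -1.43, -1.46 and -1.43 and still passed.

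Limma called 6355 genes at 7 d, 5792 higher and 563 lower, and the median of all genes lay 0.70 above control on the log2 scale. Median-of-ratios scaling gave 2285 higher and 2159 lower, and quantile normalization 1959 higher and 2370 lower. The direction of a moderate change at 7 d therefore depends on the scaling, and list values below are given also relative to all genes. Of the 69 named calls at 7 d, 67 had the same direction and passed under median-of-ratios scaling and 68 under quantile normalization, and 0 turned direction under either. No 7 d animal shared the run date of the controls, so run date is confounded with this comparison. A model with run date must take the difference between these dates from the other induced groups. With run date in the model 11 named falls did not pass (limma adjusted p from 0.054 for Mylk2 to 0.232 for Ndufs1). Values moved toward 0 for Tpm1 (-1.28, from -1.85), Myh4 (-1.31, from -1.72), Mylk2 (-0.96, from -1.36), Chac1 (-1.86, from -2.29), Pfkm (-1.13, from -1.45), Ndufs1 (-0.54, from -0.75) and Myoz1 (-1.64, from -1.83). They were about the same for Hadhb (-0.77, from -0.79) and Cpe (-0.62, from -0.68) and further from 0 for Kcnj2 (-0.78, from -0.68) and Mbnl1 (-0.65, from -0.55). Genes whose groups did not overlap made up 65.5%, where chance gives 10%.

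Macrophage and myeloid markers were higher in 20 of 20 genes at 7 d (median log2 3.66, and 2.96 above the median of all genes). Cd68 rose from 1.65 ± 0.483 to 68.6 ± 37.3 RPKM (log2 4.90, SE 0.37), the lysosomal protease gene Ctss by 4.68 (SE 0.38), the mannose receptor gene Mrc1 by 3.89 (SE 0.34) and the complement gene C1qa by 2.83 (SE 0.25). Camera called the list (adjusted p = 1.09e-07; with an estimated correlation adjusted p = 0.746). Extracellular matrix and fibroblast genes were higher in 21 of 21 (median 2.79, relative 2.09), among them the collagen gene Col3a1, from 44.2 ± 12.3 to 515 ± 203 RPKM (log2 3.48, SE 0.36), the fibrillin gene Fbn1 (log2 3.2, SE 0.36) and Mfap5 (log2 2.68, SE 0.29). The list was called (camera adjusted p = 1.27e-05; with an estimated correlation adjusted p = 0.795). Cell cycle genes were higher in 16 of 16 (median 3.49, relative 2.79), with Cdk1 (listed as Cdc2a) at 4.45 (SE 0.43), the replication helicase gene Mcm6 at 3.94 (SE 0.37), the topoisomerase gene Top2a at 3.83 (SE 0.34) and Birc5 at 3.69 (SE 0.37). Camera gave adjusted p = 6.29e-07, and with an estimated correlation adjusted p = 0.746. Immediate early genes were higher in 15 of 17, and 16 adjusted over the list alone (median 2.64, relative 1.93). Junb rose by 4.51 (SE 0.36), the cytokine feedback gene Socs3 by 4.89 (SE 0.42), Egr1 by 4.24 (SE 0.55) and Myc by 2.64 (SE 0.34). Camera called the list (adjusted p = 0.00181; with an estimated correlation adjusted p = 0.795). Under median-of-ratios scaling 19 macrophage, 18 matrix, 16 cell cycle and 11 immediate early genes were higher, and under quantile normalization 19, 20, 16 and 12.

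Transcripts of the fast contractile apparatus were lower in 14 of 17 genes and higher in 0 at 7 d (median log2 -1.13, relative -1.84). Myh4, the myosin heavy chain of the fastest fibres, went from 14100 ± 246 to 5020 ± 2870 RPKM (log2 -1.72, SE 0.42). Tropomyosin gene Tpm1 changed by -1.85 (SE 0.49), the Z-disc gene Myoz1 by -1.83 (SE 0.46) and the myosin light chain kinase gene Mylk2 by -1.36 (SE 0.28). The list was called (camera adjusted p = 3.5e-15; with an estimated correlation adjusted p = 0.47). Much of the size came from 7 d replicate 1. Without it Tpm1, Myoz1 and Myh4 were at -1.07, -1.04 and -1.11 and the list had a relative mean of -1.32 against -1.99, and all were still called. With no filter Myh4 and Tpm1 did not pass (limma adjusted p = 0.0738 and 0.0774), nor Tpm1 with only the 2 groups in the fit (0.0567). No slow contractile gene of 11 passed (median -0.01, relative -0.71), and camera called the list lower (adjusted p = 0.00728; with an estimated correlation adjusted p = 0.817). Fry did not call the slow contractile list (fry adjusted p = 0.994). Camera's call was lost without 7 d replicate 2 or control replicate 2 (camera adjusted p = 0.0542 and 0.137). Under quantile normalization and with the filter at 5 RPKM the list was not called either (camera adjusted p = 0.184 and 0.0567). Its members Casq2, Myh7, Myl2 and Actn2 had log2 values of 0.59, -0.59, -0.60 and -0.33. Under median-of-ratios scaling 17 fast and 5 slow genes were lower, and under quantile normalization 9 and 3.

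**Figure D3:**
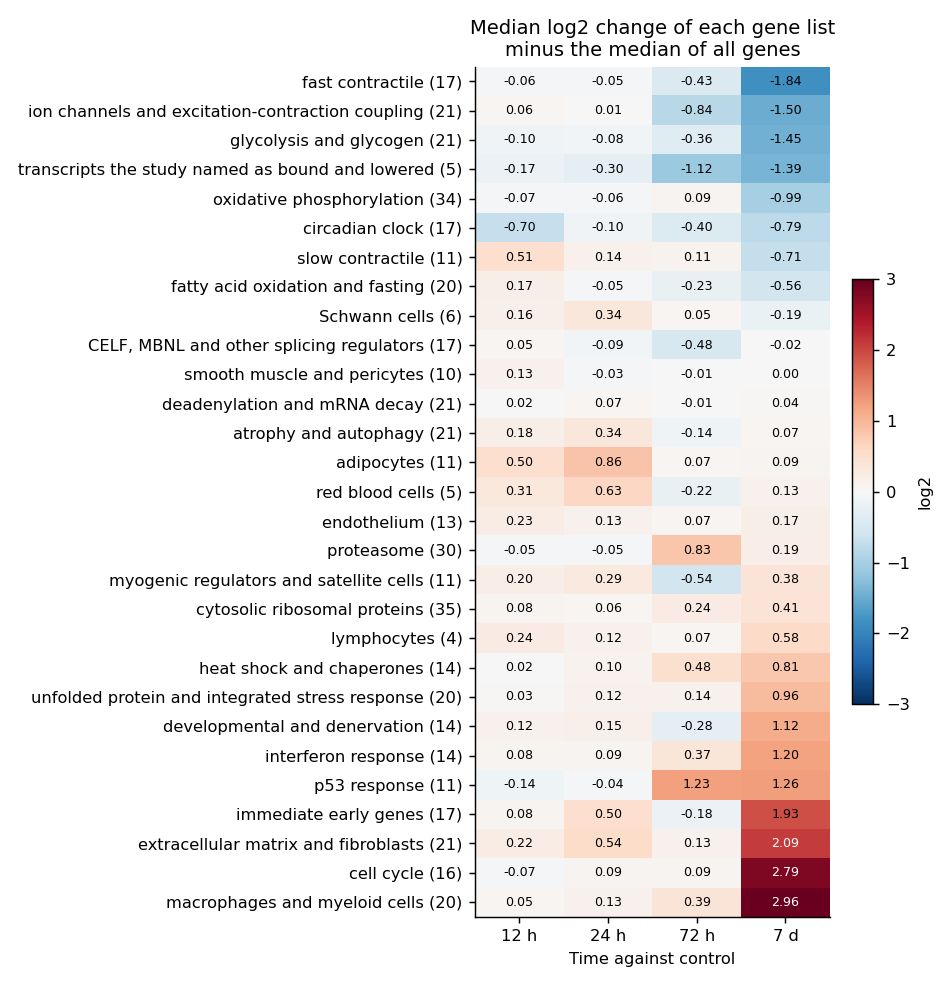
Median log2 change of each gene list against control at each time, minus the median of all genes; colour and number give the value, and the count of measured members stands in brackets (n = 3 animals per group). Calls are not marked. At 7 d the macrophage list lay at 2.96 and the fast contractile list at -1.84.

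Of 21 glycolysis and glycogen genes 13 were lower and 0 higher, or 14 lower adjusted over the list alone, at 7 d (median log2 -0.75, relative -1.45). Under median-of-ratios scaling 19 were lower, and under quantile normalization 11 were lower and 1 higher. Pfkm, the muscle phosphofructokinase, went from 1200 ± 78.7 to 506 ± 278 RPKM (log2 -1.45, SE 0.36), and Pgm2 changed by -1.64 (SE 0.42). The list was called (camera adjusted p = 4.73e-15; with an estimated correlation adjusted p = 0.47). Without 7 d replicate 1 Pfkm and Pgm2 were at -0.85 and -0.98 and the list had a relative mean of -1.12 against -1.69, and all were still called. Of 34 oxidative phosphorylation genes 4 were lower and 0 higher, or 1 adjusted over the list alone (median -0.29, relative -0.99), and 26 were lower under median-of-ratios scaling and 14 under quantile normalization. The 4 lower as deposited were Ndufc1 (log2 -1.31, SE 0.30), Uqcrfs1 (-0.82, SE 0.24), Sdhc (-0.61, SE 0.21) and Ndufs1 (-0.75, SE 0.28). The list was called by camera (adjusted p = 2.19e-11; with an estimated correlation adjusted p = 0.746). Fry called neither the glycolysis nor the oxidative phosphorylation list at 7 d (fry adjusted p = 0.0649 and 0.47). Fatty acid oxidation and fasting genes had 4 of 20 higher and 2 lower. The uncoupling protein gene Ucp2 rose by 2.57 (SE 0.33), the lipoprotein lipase inhibitor gene Angptl4 by 3.90 (SE 0.59) and the lipid droplet gene Plin2 (listed as Adfp) by 2.01 (SE 0.32), and Hadhb, an enzyme of fatty acid oxidation, fell by 0.79 on the log2 scale (SE 0.25). Camera placed the list lower than other genes (adjusted p = 0.0327; with an estimated correlation adjusted p = 0.77) although its median of 0.15 and mean of 0.35 were positive, and its median was -0.59 under median-of-ratios scaling. Without 7 d replicate 1 that call was lost (camera adjusted p = 0.368), as without control replicate 1 (0.0699), under either other scaling (0.093 and 0.469), with run date in the model (0.155) and with sex as a covariate, chosen after seeing the data (0.0715). Fry did not call the fatty acid list (fry adjusted p = 0.24). Without 7 d replicate 1, Hadhb (log2 -0.47) and Ndufs1 (log2 -0.34) did not pass and Uqcrfs1 was at -0.52. Ndufs1 was also lost without control replicate 2 or 3, and Sdhc without control replicate 3 (limma adjusted p up to 0.0925 and 0.0806).

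Among ion channel and coupling genes 15 of 21 were lower and 1 higher at 7 d (median log2 -0.79, relative -1.5; 20 lower under median-of-ratios scaling and 18 under quantile normalization). The calcium channel genes Cacna1s and Cacna2d1 changed by -1.13 (SE 0.26) and -1.55 (SE 0.27) and Jph1 by -1.53 (SE 0.36). The list was called (camera adjusted p = 3.82e-14; with an estimated correlation adjusted p = 0.47). Without 7 d replicate 1 Jph1 was at -1.01 and still passed. Clock genes had 4 of 17 higher and 4 lower at 7 d, with Arntl at 2.27 (SE 0.28), Nfil3 at 1.69 (SE 0.32) and Bhlhe41 (listed as Bhlhb3) at -1.97 (SE 0.44). Camera placed the list lower (median -0.09; adjusted p = 0.00418; with an estimated correlation adjusted p = 0.689), but not under quantile normalization (camera adjusted p = 0.0647). Fry did not call the clock list (fry adjusted p = 0.8). Ribosomal protein genes were higher in 31 of 35, or 33 adjusted over the list alone (median 1.11, relative 0.41), but in 4 under median-of-ratios scaling and 22 under quantile normalization (median 0.76). Rpl3 rose by 2.68 (SE 0.34), Rpl11 by 1.54 (SE 0.22), Rpl18 by 1.5 (SE 0.26) and Rpl14 by 1.22 (SE 0.26; under median-of-ratios scaling 0.48, limma adjusted p = 0.0889), and the list was called (camera adjusted p = 0.0388; with an estimated correlation adjusted p = 0.964). That call was lost without 7 d replicate 1 or 3 or control replicate 1 or 2 (camera adjusted p up to 0.101).

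The remaining lists were not called by camera at 7 d, although many of their members were past the threshold. Fry, which does not compare with other genes, called most of them higher. Among these were p53, interferon, proteasome and heat shock genes (fry adjusted p = 0.000242, 0.00671, 0.000571 and 0.000571). Fry did not call lymphocyte, adipocyte, Schwann cell or red blood cell markers. With the median of all genes at 0.70, a call by fry need not be particular to a list. Interferon genes were higher in 14 of 14, the stress response list in 16 of 20 with 2 lower, heat shock genes in 12 of 14 and p53 genes in 10 of 11. Under median-of-ratios scaling these had 9, 12, 6 and 7 higher, and under quantile normalization 6, 12, 9 and 6. Developmental and denervation genes were higher in 10 of 14 and lower in 2, myogenic genes higher in 7 of 11 and lower in 1, and under median-of-ratios scaling 8 and 4 were higher, and under quantile normalization 5 and 4. For proteasome genes (24 of 30 higher), endothelial markers (12 of 13) and mRNA decay genes (16 of 21), median-of-ratios scaling left 4, 2 and 6 higher and quantile normalization 19, 3 and 5. Splicing regulators, with Celf1 among the higher, had 9 of 17 higher and 2 lower. They had 3 and 4 under median-of-ratios scaling and 5 and 4 under quantile normalization. Atrophy and autophagy genes had 12 of 21 higher and 2 lower, and 5 and 4, and 5 and 3, under these scalings. Smooth muscle markers were higher in 6 of 10, adipocyte markers in 4 of 11, lymphocyte markers in 3 of 4 and Schwann cell markers in 2 of 6, and of these only 1 adipocyte marker, under quantile normalization, was higher under either scaling. Red blood cell markers had 1 of 5 higher and 1 lower. Camera's direction was negative for the atrophy, splicing regulator, smooth muscle, adipocyte, Schwann cell and red blood cell lists, whose medians were positive at 0.77, 0.69, 0.70, 0.80, 0.51 and 0.84. Under median-of-ratios scaling the splicing regulator, smooth muscle and Schwann cell medians turned to -0.03, -0.02 and -0.13, and under quantile normalization the atrophy, adipocyte and Schwann cell medians to -0.07, -0.04 and -0.13.

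**Figure D4:**
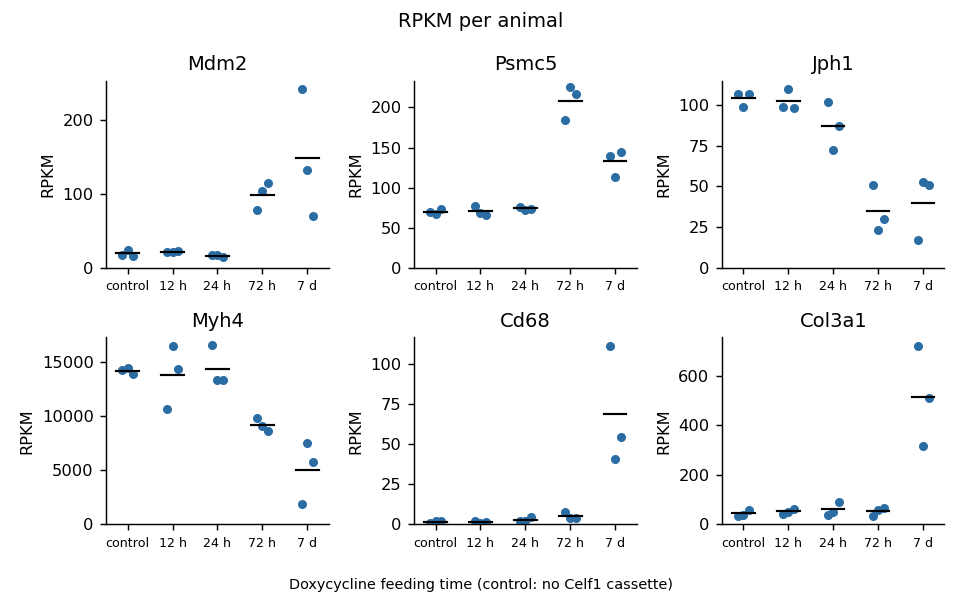
RPKM of Mdm2, Psmc5, Jph1, Myh4, Cd68 and Col3a1 in each animal by time after induction, on axes that start at 0; points are animals and lines are group means (n = 3 per group). Cd68 averaged 1.65 RPKM in controls and 68.6 at 7 d.

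The study singled out 5 transcripts as bound by CELF1 and lowered after its induction, so their direction in these samples is not independent evidence. Clcn1, the muscle chloride channel gene (chromosome 6, 42236684 to 42265755, plus strand, mm9), averaged 40.8 ± 2.74 RPKM in controls. It averaged 37.4 ± 4.68 at 12 h, 34.8 ± 3.98 at 24 h, 19.4 ± 3.83 at 72 h and 15.5 ± 10.2 at 7 d. Its log2 change was -1.07 at 72 h (SE 0.43, limma adjusted p = 0.102) and -1.69 at 7 d (SE 0.43, limma adjusted p = 0.00368). That SE uses the spread shared by all 5 groups, which the uneven 7 d animals enter. Every 72 h animal (23.5, 15.9 and 18.8 RPKM) lay below every control (41.5, 43.2 and 37.8 RPKM). The 7 d animals were at 3.96, 23.3 and 19.2 RPKM, and without 7 d replicate 1 the change was -0.93 and still passed. Sobp fell at 72 h (log2 -1.46, SE 0.25) and 7 d (log2 -1.27, SE 0.25). Igfbp5, an insulin-like growth factor binding protein gene, fell at 72 h (log2 -1.5, SE 0.47) and was at -0.50 at 7 d (limma adjusted p = 0.372). Cpe and Kcnj2, a potassium channel gene, were lower at 7 d, each at -0.68 (SE 0.24 and 0.27, limma adjusted p = 0.0222 and 0.0391). Both calls were lost without 7 d replicate 1, at -0.36 and -0.61 (limma adjusted p = 0.113 and 0.111), and without control replicate 3. Kcnj2 was also lost without 7 d replicate 2 or control replicate 2, and Igfbp5 at 72 h without 12 h replicate 3, 24 h replicate 3, 72 h replicate 1 or 2 or any control replicate (limma adjusted p up to 0.126). With only the 2 groups in the fit Cpe, Kcnj2 and Igfbp5 at 72 h did not pass (limma adjusted p = 0.0782, 0.0959 and 0.0713), nor Kcnj2 and Igfbp5 with no filter (0.0561 and 0.0821). Kcnj2 was at -0.37 without control replicate 2. In all, 2 of 5 were lower at 72 h and 4 of 5 at 7 d, and 4 of 5 adjusted over the list alone at each time, which is not independent evidence. Camera called the list lower at 72 h and 7 d (adjusted p = 0.00616 and 1.6e-05), and with an estimated correlation the adjusted p were 0.47 and 0.355.

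Mbnl1 was lower at 7 d, from 68.3 ± 10.5 to 46.7 ± 9.09 RPKM (log2 -0.55, SE 0.20, limma adjusted p = 0.0241). The call was lost without control replicate 2 (-0.43) and without 7 d replicate 1 (-0.38), with limma adjusted p of 0.102 and 0.104, and with only the 2 groups in the fit (0.0632). Mbnl2 was at 45.6 ± 2.03 RPKM in controls and 50.9 ± 1.07 at 7 d (log2 0.16, SE 0.26, limma adjusted p = 0.608), a value 0.55 under the median of all genes. Celf2 stood at -0.43 at 7 d (SE 0.22, limma adjusted p = 0.0996). Cnih4, a cargo receptor gene, and Myadm, a membrane protein gene, rose at 7 d by 1.10 (SE 0.26) and 2.03 (SE 0.34), but Cnih4 did not pass under median-of-ratios scaling (0.37, limma adjusted p = 0.316) or quantile normalization (0.57, 0.0894).

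The next comparison asks which genes had a linear trend over control, 12 h, 24 h, 72 h and 7 d. A gene that changed only late can also pass it, so a call does not show a steady change. Gnrh1 rose by 1.21 per step (SE 0.07, limma adjusted p = 6.14e-08), with 17.8 RPKM at 72 h and 12.7 at 7 d. Impact, a regulator of the integrated stress response, averaged 4.37 ± 1.13 RPKM in controls, 33.9 ± 3.16 at 72 h and 29.8 ± 4.89 at 7 d (0.78 per step, SE 0.05). The zinc finger gene Zfand2a averaged 2.45 ± 0.50, 22.2 ± 6.46 and 20.7 ± 3.04 RPKM (0.80 per step, SE 0.05). Zfp688 and Ifi30, a lysosomal reductase gene of antigen processing, rose by 0.86 and 0.84 per step (SE 0.05 each). The steepest tests among falls were Pde4a, a cyclic AMP phosphodiesterase (-0.52, SE 0.06), Arfgef1 (-0.37, SE 0.04), Rbfox1 (listed as A2bp1; -0.39, SE 0.05), Faf1 (-0.32, SE 0.04) and Stat5b, a growth hormone signalling factor (-0.43, SE 0.05). These falls had their lowest mean at 72 h, not at 7 d. Limma called 6206 genes, 5356 higher and 850 lower by this contrast. Median-of-ratios scaling gave 2573 and 2277, quantile normalization 2214 and 2491, and a rank order index over pairs of animals 2914 and 445.

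Successive times were compared without the controls. From 12 h to 24 h, 19 genes changed, 12 higher and 7 lower, among them Per2 (log2 3.02, SE 0.28), Adh1 (1.89, SE 0.21), Foxo1 (1.97, SE 0.24), Mid1ip1 (1.78, SE 0.24), Arrdc3 (1.98, SE 0.36) and Pim1 (-1.31, SE 0.24). From 24 h to 72 h, 1755 genes changed, 951 higher and 804 lower, with Celf2 (Cugbp2) at -1.14 and Igfbp5 at -1.45 (limma adjusted p = 0.00282 and 0.0475). From 72 h to 7 d, 5288 changed, 5064 higher and 224 lower, with a median of all genes of 0.61. Median-of-ratios scaling gave 1845 and 1818 for that step and quantile normalization 1560 and 1835. Celf2 (Cugbp2) rose from 72 h to 7 d by 1.14 (SE 0.22), and Myadm by 1.81 (SE 0.34), but Celf2 (Cugbp2) was at 0.47 and 0.40 under the 2 scalings and did not pass (limma adjusted p = 0.0968 and 0.149). With run date in the model Myadm was at 1.25 and missed the threshold (limma adjusted p = 0.0542). Mbnl2 rose by 0.64 (SE 0.26, limma adjusted p = 0.0493), and stood at -0.06 under median-of-ratios scaling. That call was lost without most single animals in turn, for example at 0.32 without 72 h replicate 2 (limma adjusted p = 0.261), and the value was 0.99 without 72 h replicate 1.

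Comparisons against the same 3 controls share their chance values. Between 72 h and 7 d, 891 genes were higher in both, where independent lists would share 558, and 245 were lower in both, where they would share 42.5, while 61 moved in opposite directions. The log2 changes correlated across genes at r = 0.508, against 0.50 in simulated unchanged groups set against shared controls, and genes are not independent replicates. Their covariance was 0.294 against 0.0504 in the simulation. Simulated groups shared 0.02 called genes on average. With 3 controls no 2 parts of at least 2 animals can be made, so part of the excess may come from the shared controls.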

Values the study reported

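The study reported that the induced human transgenes reached levels of 5- to 10-fold over the endogenous gene, and that CELF1 protein rose at least 8-fold in skeletal muscle. In muscle, the mRNA of Mbnl1 was reported down by 10% and that of Mbnl2 down by 12%. Clcn1 mRNA was reported to fall by 50% to 70% at 7 d. At the study's own score threshold, 825 exons responded to CELF1 in skeletal muscle.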

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

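The tests of Celf1 dilution and of a lower share of fibre RNA, both below, were chosen after the results were seen, while limma's tests between successive times and the test of abundant transcripts were set before. Of 116 named genes, 6 differed between 12 h and 24 h, 49 between 24 h and 72 h and 65 between 72 h and 7 d. Many of those genes were named because they moved, so these counts do not describe genes at large.

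Among the genes fixed by name, Celf2 (Cugbp2) was lower at 72 h than at 24 h by a log2 of -1.14 (adjusted p = 0.00282), and higher at 7 d than at 72 h by 1.14 (adjusted p = 0.00072). Igfbp5 was lower at 72 h than at 24 h by -1.45 (adjusted p = 0.0475). Mbnl2 and Myadm were higher at 7 d than at 72 h by 0.64 and 1.81 (adjusted p = 0.0493 and 0.00067). No group has enough animals for a test of single outlying samples.

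Celf1 (Cugbp1) was lower at 7 d than at 72 h by -1.80 on the log2 scale (adjusted p = 0.00376). The transgene is driven in muscle fibres, and fibre transcripts were lower at 7 d, so dilution of fibre RNA by RNA of other cells may contribute. Set against the median of the fast contractile genes in each animal, Celf1 was lower at 7 d by -0.88 (SE 0.72), which cannot be told apart from no difference, with 1 animal apart from the other two. The values were -4.63, -4.24 and -4.38 at 72 h and -4.61, -6.72 and -4.57 at 7 d, in replicate order. According to the paper a myosin light chain promoter drives the transactivator in muscle. Lower activity of that promoter could lower Celf1 along with the fast contractile genes, so the test cannot tell it from dilution. For the late decline of CELF1 mRNA the paper proposes an effect of heart pathology on the promoter of the transactivator. The promoter it names there is a myosin heavy chain one, as used in the heart line and not in the muscle line studied here. A first version of this test used the limma SE of Celf1 alone and gave -0.97 (SE 0.44). It was replaced once the values of each animal were seen, since it hid that spread.

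Most genes called at 7 d were higher, with a median over all genes of 0.70. The 100 genes most abundant in controls held 54.4% to 55.5% of the RPKM sum there and 21%, 43.1% and 37.2% at 7 d, and that loss alone predicts a rise of the others by 0.55. With a nearly constant sum some such rise is built in, and the test bears only on its size. A lower share of fibre RNA as the sole cause would raise markers of all other cell types alike. Macrophage markers instead lay above endothelial ones by 2.79 (bootstrap SE 0.31), which argues against it as the sole cause, while a change in the number or state of macrophages stays open as a biological explanation that was not tested.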

How the results depend on the processing

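All settings were fixed before the data were examined except sex as a covariate and leaving out 72 h replicate 1 and 7 d replicate 1 together, which were chosen after seeing the data. No paired analysis was possible because each animal number belongs to 1 group and replicates were numbered here in accession order. Celf1 passed at every time under every setting that gives a value. Leaving out single animals gave log2 3.99 to 4.31 at 12 h, 3.66 to 4.26 at 24 h, 3.92 to 4.37 at 72 h, 1.66 to 2.63 at 7 d and -2.44 to -1.47 for the step from 72 h to 7 d, and with run date in the model the step was -1.52 (adjusted p = 0.0535). Leave-one-out counts were 6 to 24 genes at 12 h, 1 to 21 at 24 h, 1100 to 2628 at 72 h, 5030 to 6916 at 7 d, 5273 to 6952 in the trend, 7 to 40 from 12 h to 24 h, 937 to 2270 from 24 h to 72 h, 3948 to 5633 from 72 h to 7 d, and 28 to 36 list tests. Libraries whose absence moved a count by over 1.5 times were, at 12 h, 12 h replicates 2 and 3 (6 and 6), 24 h replicates 2 and 3 (7 and 7), 72 h replicate 1 (24), 7 d replicates 1 and 3 (19 and 7) and control replicates 1 and 3 (6 and 7). At 24 h they were 12 h replicates 1 and 2 (3 and 2), 24 h replicates 1 and 3 (1 and 2), 72 h replicates 1 and 2 (21 and 3) and control replicates 1, 2 and 3 (1, 10 and 1). At 72 h they were 72 h replicate 2 (1100) and control replicate 1 (1116). From 12 h to 24 h they were 12 h replicates 1 and 2 (7 and 7), 24 h replicates 1, 2 and 3 (11, 11 and 7), 72 h replicate 1 (40) and 7 d replicate 3 (12), and from 24 h to 72 h 24 h replicates 2 and 3 (1037 and 937) and 72 h replicate 2 (1070). A pseudocount of 0.1 gave 10 genes at 24 h. No filter gave 6, 1 and 10 at 12 h, 24 h and between them. A filter at 5 RPKM, which tests fewer genes, gave 3671 at 7 d, 3730 in the trend and 2872 from 72 h to 7 d. Quantile normalization gave 3395 from 72 h to 7 d. Fitting only the 2 groups, for which no trend can be fitted, gave 832 at 72 h and 65, 944 and 2889 in the steps. Run date as a covariate gave 6 at 12 h, 2 at 24 h and 2551 from 72 h to 7 d. Animals of the controls' run date, with 1 each at 12 h, 24 h and 72 h (assumed to vary like the other groups) and none at 7 d, gave 2, 1 and 449 at 12 h, 24 h and 72 h, and 0 and 2 in the first 2 steps by limma and no value at 7 d. Sex as a covariate gave 1 at 24 h and 29 from 12 h to 24 h. Without the 2 libraries, 51, 75 and 3586 genes were called at 12 h, 24 h and 72 h, and 91 and 3073 in the first 2 steps. A rank order index gave 3359 genes in the trend, 3275 of them shared with limma. Camera with an estimated correlation called 0 lists. Where not given by fewer genes or animals, the cause was not tested.

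Of all values under alternatives, 7824 kept their side of the threshold and direction or stayed within the bound, 262 were weaker, 177 stronger, 59 moved and 15 reversed. Mbnl2 from 72 h to 7 d was -0.06 under median-of-ratios scaling. With sex as a covariate, list means relative to other genes took the other sign at 12 h for fast contractile (0.29), oxidative phosphorylation (0.15), matrix (-0.26), macrophage (-0.35) and interferon genes (-0.37), and at 24 h for fast contractile (0.28), oxidative phosphorylation (0.18), lymphocyte (-0.54) and ribosomal protein genes (-0.19). Fry, which does not compare with other genes, gave the other sign from camera at 7 d for atrophy (mean log2 1.11), splicing regulator (0.61), fatty acid (0.35), smooth muscle (0.66) and clock genes (mean -0.01). The signs also differed for adipocyte, Schwann cell and red blood cell markers, lists that neither test called. Depth is known only approximately, so how far it limits low genes cannot be given.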

Other observations

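The test of the hour of the day and the error later added to it were chosen after the results were seen, as were the genes named in this and the next paragraph. Some genes of stress responses were higher at 7 d, when neither the stress response list nor the heat shock list was called (camera adjusted p = 0.109 and 0.0755) and the median of all genes was itself 0.70. The cytokine gene Gdf15 had a log2 change of 3.74 (SE 0.43), the transcription factor gene Atf3 of 4.75 (SE 0.75) and the chaperone gene Hspa5 of 1.80 (SE 0.22). The inducible heat shock genes Hspa1a and Hspa1b were at 4.66 (SE 0.77) and 4.69 (SE 0.79), a near-identical pair whose reads may not be separable. Of the 14 heat shock genes 12 were higher as deposited, 6 under median-of-ratios scaling and 9 under quantile normalization. The p53 target Cdkn1a, which arrests the cell cycle, averaged 4.78 RPKM in controls, 23.6 at 72 h and 127 at 7 d (log2 2.17 and 4.66, SE 0.48).

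Some genes of denervated or regenerating muscle were higher at 7 d and others lower. Runx1 changed by 3.39 (SE 0.44), the titin-associated gene Ankrd1 by 4.39 (SE 0.62), the acetylcholine receptor gene Chrna1 by 1.77 (SE 0.28) and the myogenic factor gene Myog by 2.39 (SE 0.44), while the developmental myosin genes Myh3 and Myh8 changed by -1.51 and -1.47 (SE 0.46 each). Camera did not call the list of developmental and denervation genes (adjusted p = 0.829). Myod1, Myf6 and Itga7, which were lower at 72 h, were higher at 7 d as deposited (log2 1.33, 1.07 and 1.37), when the median of all genes itself stood at 0.70. Trim63, a ubiquitin ligase of atrophy, averaged 94.8 RPKM in controls and 745 at 72 h (log2 2.93, SE 0.36), while Mstn was lower. Among splicing regulators Srsf5, listed as Sfrs5, rose at 72 h (log2 2.12, SE 0.18) and Rbm24 fell by 1.83 on the log2 scale (SE 0.21).

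Clock genes were prominent at 12 h, and the labels do not state the hour of dissection. A different hour at 12 h from the other times is a candidate explanation. It predicts that the clock's opposite arms differ much less at 24 h than at 12 h. The arms, 4 genes that tend to rise with Arntl and 13 that tend to oppose them, differed by 2.08 at 12 h and 1.15 at 24 h, or 55.2% (bootstrap SE 35.7), which decides nothing. At 72 h and 7 d, not part of that test, they differed by 0.84 and 1.45. Arntl was at 2.30 and 2.27 there against 2.59 at 12 h, so Arntl was not displaced at 12 h alone. Per2 did stand apart at 12 h, at 0.353 RPKM against 4.35 in controls and 6.31, 3.81 and 6.99 at 24 h, 72 h and 7 d. Single clock genes thus point both ways. The first form of the test had no error and would have counted 55.2% as over its bound of 50%, against the explanation. The error was added after that value was seen.

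CELF1 binds UGU-rich sequence, so transcripts with more UGU in their 3′ untranslated regions might be lower at 72 h. Over 9775 genes, 94.6% of those tested, the rank correlation of UGU density with the log2 change was 0.006 at 72 h, and -0.106, -0.15 and -0.042 at 12 h, 24 h and 7 d. Set against the mean for UUG and GUU, words of the same bases, the difference at 72 h was -0.013 (bootstrap SE 0.009). UUG and GUU are not neutral words, since CELF1 motifs listed in the paper, such as UUGU and UGUU, contain them. The subtraction can thus remove part of an effect of CELF1. The difference lies over 2 SE from the -0.05 that was set beforehand as the effect looked for. It is also above the bound of -0.02 set beforehand for no effect, which as worded counts against the effect. That bound allowed for no error and lies within 1 SE of the value. With control words that overlap CELF1 motifs, the test cannot decide, and an effect stays open. A stricter rule added after the value was seen, which would also have ruled the effect out, was dropped. At 12 h, 24 h and 7 d the same difference was 0.021, 0.043 and 0.018 (bootstrap SE 0.009 each), on the other side. Genes are not independent, and binding data were not used.

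Other splits of the animals were counted for each comparison. Splits of 6 animals into 3 and 3 number 10, too few for a share under 0.05, and only 1 split, the real one, reached the real count in each case. The real counts and the highest of the other splits were 11 and 0 at 12 h, 6 and 1 at 24 h, 1775 and 75 at 72 h, 6355 and 0 at 7 d, 19 and 0 from 12 h to 24 h, 1755 and 1 from 24 h to 72 h, and 5288 and 0 from 72 h to 7 d. The split with 75 genes set 72 h replicate 1 and control replicates 1 and 3, the 3 males, against the 3 females. For the trend, 1 of 100 draws, the real one, reached 6206 genes, and the highest other gave 2338. So high a count is thus rare under shuffled labels. The draws ask whether the groups differ at all, not whether the change follows the order of times.

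Celf1 was 18.7, 17.3 and 18.1 times its control mean at 12 h, 24 h and 72 h, and 6.2 times at 7 d. By this ratio the earlier times lie above the range quoted from the study and 7 d lies inside it. Limma's fold at 7 d, 4.92, lies under that range, and the 7 d animals were uneven, at 60.1, 62.1 and 234 RPKM. The range also covers several mouse lines and states no time, so the values are not like for like. The falls of Mbnl1 and Mbnl2 that the study gave for muscle also state no time. Here Mbnl1 and Mbnl2 were at 0.781- and 0.714-fold of control at 72 h, and at 0.682- and 1.12-fold at 7 d. Of these only Mbnl1 at 7 d passed in limma. Neither gene was lower at 12 h or 24 h.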
